A study of Mus musculus with 6 samples.

How the data were processed

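The series describes chromatin immunoprecipitation followed by sequencing (ChIP-seq) in ectoderm, the surface cell layer, peeled from mouse forelimb buds at embryonic stage E10.5. SP8 is a zinc-finger transcription factor of the SP and KLF family. The embryos used for SP8 carried a knock-in Sp8 allele that encodes the protein with a FLAG epitope, so that an anti-FLAG antibody could pull it down with the DNA it was bound to. Per the labels, there were 2 SP8-FLAG immunoprecipitations and 2 matching inputs (sonicated chromatin sequenced without immunoprecipitation), and 1 immunoprecipitation of dimethylated histone H3 lysine 4 (H3K4me2) with 1 input from wild-type embryos. Per the labels' protocols, 50 forelimb buds went into each replicate, the ectoderm was loosened with 0.25% trypsin for 20 min, and libraries were amplified for 18 PCR cycles. The protocol text names ChIPmentation, a method in which a transposase adds the adapters, and then describes end repair and adapter ligation. The same text, including the anti-FLAG antibody, stands on the H3K4me2 samples, whose antibody label differs.

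One file was analysed, a list of 1451 SP8 peaks. The authors named the list for SP8 replicate 1 and for a q threshold of 0.1 and a fold change threshold of 3. These thresholds could not be checked, because the 4 columns hold only the sequence name, the start, the end and a number that runs from 1 to 1451 in file order. What that order stands for is not stated. The peak caller, the aligner, the control library, any pooling and the genome build are not stated in the labels or the list. Peak calls of SP8 replicate 2 and of H3K4me2, read counts and library depths were not analysed here, so the depth behind each peak is unknown, and a comparison between replicates or with the inputs was not made. The list is therefore treated as the authors' call set, and its peaks are not replicates of one another. Positions are printed as deposited. The smallest end minus start was 199 bp, and whether the start counts from 0 or from 1 is not stated. Width below means end minus start.

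Genes were taken from the RefSeq gene table of assembly GRCm38.p6, which gives 1 start and 1 end per gene without strand, exons or transcripts. Of its 49997 genes, 49214 were used, among them 21523 protein-coding genes. The 783 others were on chromosome Y, on the mitochondrial genome or without a chromosome, or had a start below 3 Mb, where mouse chromosome assemblies hold no sequence and listed positions belong to other sequences. The sequence names in the list include random contigs of chromosome 4 named by GenBank accession, which leaves open more than one assembly release. The list was therefore checked against the gene table by moving all peaks by fixed distances and counting peaks near protein-coding gene boundaries. The outcome is given in the results, and gene positions from the table are not printed.

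A peak was placed by its centre. Because strand was unknown, the planned distance to a transcription start site was replaced by the distance to the nearer gene boundary, which is either end of a gene. Peaks were counted as near a boundary (within 1 kb), inside a gene but farther than that, or intergenic. Shares of peaks carry 95% Wilson intervals, which cover counting error over peaks and not variation between embryos. Shares were set against 1000 sets of random positions with the same number of peaks on each chromosome, drawn between the first and last annotated gene. Numbers of peaks per chromosome were set against 1000 random draws in proportion to that annotated length. Fixed gene lists were set against 10000 random lists of protein-coding genes of the same size. Differences in list number between classes of peaks were set against 10000 random subsets. Values outside the central 95% of the random sets are called above or below the random range. No p-values across peaks or genes are given, since these describe 1 list. The scripts were tested on simulated peaks: with 29.5% of 1447 simulated peaks planted at gene boundaries, the expected share was 34.0% and the recovered share 34.1%, and with none planted the share stayed within the random range. Of 200 unplanted gene lists, 5% fell outside it.

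The designs, both gene lists of 30 genes and 24 of the 41 alternatives were fixed before the data were examined. The 17 added after include those with the first 725 peaks and with other random sets. The planned rule for named items was the 10 peaks with the largest fold enrichment, or by the authors' score where no fold is given, and the genes of both lists with a peak within 100 kb. The number in the list stood in for the score, so the first 10 peaks are named. Of the 17 planned results, those on GC content and sequence motifs (GC box, TAATTA and their co-occurrence) needed a genome sequence and those on fold enrichment needed a fold. Neither was used here. The relations planned for fold enrichment with width and with promoters were computed on the number in the list instead. Alternatives tried were autosomes only, merging of close peaks, other windows, protein-coding genes only, the first 725 peaks, and other random sets. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.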

Results

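Genome-wide binding of FLAG-tagged SP8 was profiled by ChIP-seq in mouse forelimb ectoderm at embryonic stage E10.5, beside H3K4me2, a histone mark found at active and poised promoters and enhancers. The design comprised 6 libraries in 4 groups, with 2 SP8-FLAG immunoprecipitations, 2 SP8-FLAG inputs, 1 H3K4me2 immunoprecipitation and 1 H3K4me2 input. The measurements below come from the authors' list of SP8 peaks named for replicate 1. The comparisons of SP8 with input, of the replicates, and of SP8 with H3K4me2 rest on libraries whose values were not analysed here. Sequencing depth was unknown, and the peaks have no replicate check.

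The list held 1451 peaks on 22 sequences, none of them duplicated or overlapping. Of these, 1447 lay on chromosomes 1 to 19 and X, 4 lay on 2 unplaced contigs assigned to chromosome 4, and 0 lay on chromosome Y. Together the peaks covered 590.2 kb. The median width was 336 bp (95% interval of the median over peaks, 329 to 345), with quartiles of 257.5 and 465.5 bp. At the lower end, 63 peaks (4.34%) had the smallest width of 199 bp. At the upper end, 38 peaks were wider than 1 kb. The widest peak, of 3587 bp, lay at chromosome 12, 118847300 to 118850887, inside Sp8 itself, and had number 25 in the list.

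The positions matched the gene coordinates of GRCm38.p6. Without any shift, 528 peaks (36.5%) had their centre within 1 kb of a protein-coding gene boundary. After shifts of 10 to 1000 kb in either direction, the count had a median of 70 and never exceeded 92 over the 200 shifts tried. On 19 of 20 chromosomes the unshifted count was higher than at every shift. The exception was chromosome X, where 2 of 13 peaks were near a boundary and 8 of the 200 shifts gave as many. Genes are named below from that assembly.

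**Figure D1:**
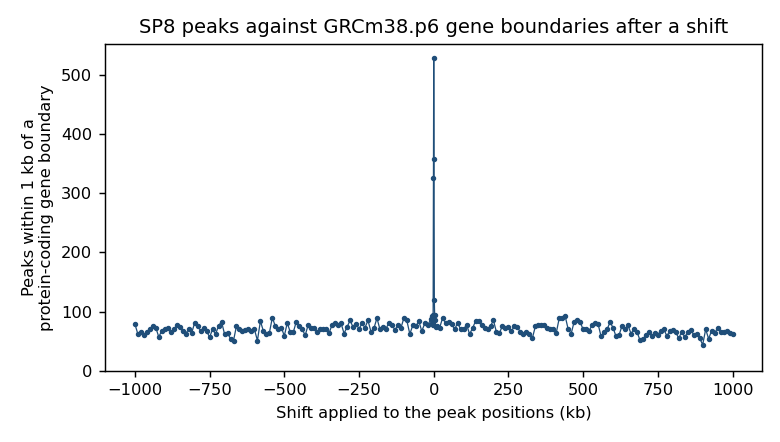
Number of SP8 peaks within 1 kb of a protein-coding gene boundary (vertical axis) after all peaks were moved by the distance on the horizontal axis, in kb. The count is 528 without a shift and between 44 and 92 at shifts of at least 10 kb.

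The first question was where the peaks lay relative to genes. A gene boundary was within 1 kb of 606 of the 1447 placed peaks, or 41.9% (Wilson interval 39.4 to 44.4). Random positions gave 6.53% on average, with a central 95% range of 5.39 to 7.81, so the observed share was 6.41-fold the random mean and above all 1000 random sets. Widening the window to 5 kb gave 59.6% of peaks against 24.4% at random. With protein-coding genes only, the share was 36.5% against 3.24% at random. Because the gene table carries no strand, these boundaries include both transcription start sites and gene 3′ ends. A further 509 peaks (35.2%, 32.8 to 37.7) lay inside a gene more than 1 kb from any boundary, below the random mean of 45.8%. The remaining 332 peaks (22.9%, 20.9 to 25.2) were intergenic, against 47.6% at random, and no random set had a share as low. These classes make up all placed peaks, so the excess near boundaries by itself lowers the other shares. The fall was larger for intergenic peaks (0.482 of the random mean) than inside genes (0.767). A depletion of gene bodies among peaks away from boundaries therefore cannot be read from these shares. The median distance to a gene boundary was 2.15 kb, and 132 peaks (9.12%) lay more than 50 kb from any boundary.

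The peaks were unevenly spread over chromosomes. Chromosome 11 held 124 peaks where 66.9 were expected from its annotated length, a ratio of 1.85 (interval 1.56 to 2.19). None of 1000 random draws gave a ratio as high on any chromosome. Chromosome 17 held 78 peaks against 51.7 expected, and chromosome 2 held 127 against 100.7, both above their random ranges. Chromosome 3, with 64 peaks against 88.3 expected, and chromosome 14, with 42 against 68.5, were below theirs. Chromosome X held 13 peaks against 94.4 expected, a ratio of 0.138 (0.0806 to 0.235), and no random draw had so few. When the expectation was taken from the number of protein-coding genes, the ratio of chromosome 11 fell to 1.15 (0.972 to 1.36), within its random range, and chromosomes 2, 3 and 17 also lay within theirs. Chromosome 14 stayed below its range, and chromosome 7, with 87 peaks against 136.1 expected, was below too. By length, 80.1 peaks were expected on chromosome 7, and its count was within the random range. The gene numbers include large families that were seldom near a peak, such as 1105 olfactory receptor genes. How these are spread over chromosomes was not examined. Chromosomes 1, 13 and 18 were above theirs. The largest ratio was then 1.43 on chromosome 18, while chromosome X remained low at 0.201 (0.118 to 0.342).

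**Figure D2:**
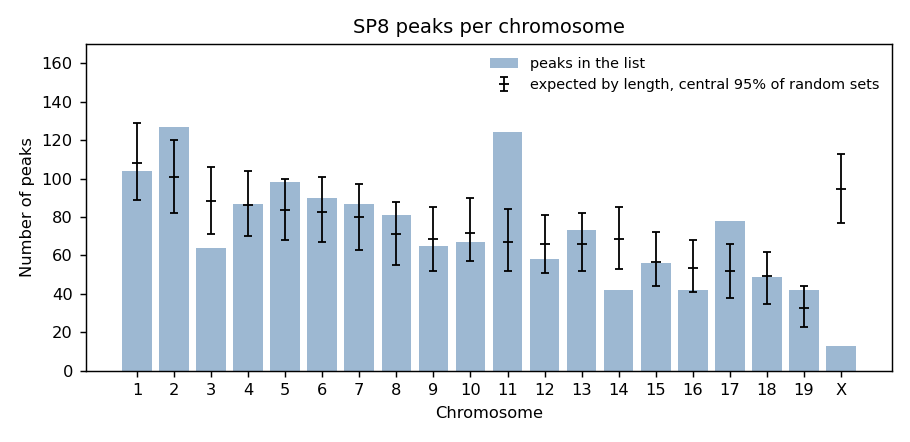
Number of SP8 peaks per chromosome (bars) and the number expected from annotated chromosome length (dashes), with bars spanning the central 95% of 1000 random draws. Chromosome 11 (124 peaks) is above its range and chromosome X (13 peaks) is below it.

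Peaks lay close to other peaks more often than random positions did. A second peak centre within 10 kb was found for 77 peaks, or 5.32% (4.28 to 6.60), against 1.23% at random (range 0.553 to 2.21). Other random sets placed each peak at its own boundary distance from a gene boundary drawn at random on its chromosome. Another boundary could then lie nearer. Against these sets the random mean was 3.49%, and 3 of 1000 sets reached the observed share. When peaks within 1 kb of each other were first merged, the share was 4.58%. It was above the range of such sets merged in the same way (1.60 to 3.89) and within that of sets left unmerged (2.22 to 4.86). The peaks formed 34 groups linked by gaps of at most 10 kb, of which 6 held 3 or more peaks. The largest groups had 4 peaks each. One spanned 11.1 kb between chromosome 2 positions 71532486 and 71543568 at Dlx1 and Dlx2. Another lay at chromosome 14, 21983468 to 21995756, nearest to Zfp503, and the last at chromosome 18, 20619911 to 20628777, nearest to Dsg2. The groups of 3 were nearest to Kdm6b, Pdgfa and Nr2f2.

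The number that each peak carries in the list was related to its width and position. Across peaks, which are not independent replicates, Spearman's rho between number and width was -0.19 (bootstrap interval -0.24 to -0.14). When the list was cut into 10 parts of equal size, the first part had a median width of 505.5 bp, and the medians of the other parts were between 290 and 350.5 bp. Peaks near a gene boundary came later in the list, with a median number of 788.5 against 682 for the others. The difference of 106.5 lay outside the range of random subsets (-77.0 to 73.5), 17 of 10000 being as high. The share of peaks near a boundary was 31.5% (24.5 to 39.4) in the first part and 51.0% (43.0 to 59.0) in part 9. It was 35.4% (28.1 to 43.5) in the last part.

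**Figure D3:**
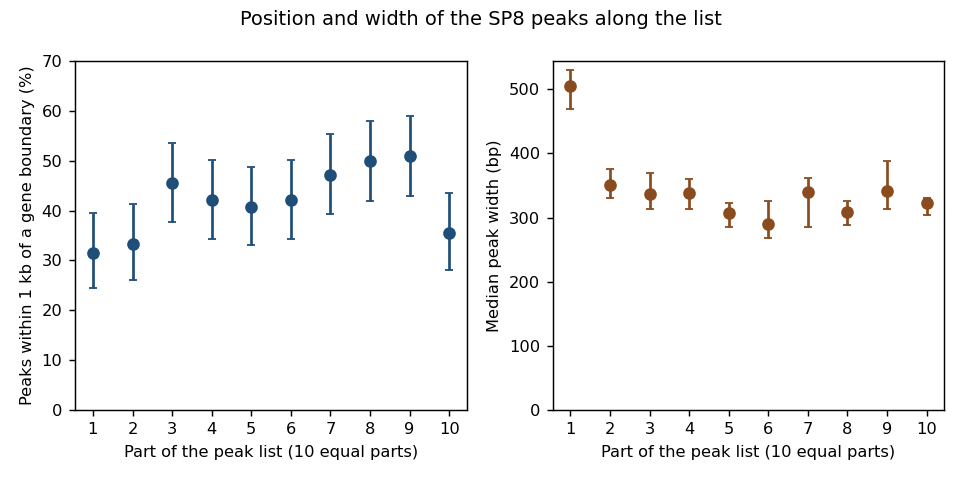
Share of SP8 peaks within 1 kb of a gene boundary (left, percent with Wilson intervals) and median peak width (right, bp with 95% intervals of the median) in 10 consecutive parts of the list of equal size. The boundary share runs from 31.5% in part 1 to 51.0% in part 9, and part 1 has the widest peaks (median 505.5 bp).

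The first 10 peaks of the list were of 562 to 1612 bp, and 4 of them had a gene boundary within 1 kb. Peak 1, at chromosome 12, 42972649 to 42973211, lay 1017 kb from the nearest protein-coding boundary, that of Immp2l, and inside the noncoding gene Gm33340. Peak 2 (chromosome 11, 74648885 to 74649636) lay inside Cluh, 0.379 kb from its boundary. Peak 3 (chromosome 9, 44084084 to 44085084) lay inside Usp2, 11043 bp from its boundary, and 0.406 kb from a boundary of the noncoding gene Gm39325. Peak 4 (chromosome 13, 9329279 to 9329890) lay inside Dip2c, 53.1 kb from its boundary. Peak 5 (chromosome 11, 116334978 to 116335761) lay inside Foxj1, 0.13 kb from its boundary. Peak 6 (chromosome 2, 59403919 to 59404543) was 49.0 kb from Pkp4, the nearest protein-coding gene. Peak 7 (chromosome 2, 172789052 to 172789651) was intergenic, 78.7 kb from Bmp7. Peak 8 (chromosome 8, 66486167 to 66486884) had its centre 5 bp from a boundary of Tma16. Peak 9 (chromosome 2, 33641506 to 33643118) was 1.10 kb from Lmx1b. Peak 10 (chromosome 10, 20474830 to 20475432) lay inside Pde7b, 78.1 kb from its boundary.

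A list of 30 genes linked to limb ectoderm was then compared with a list of 30 genes linked to limb mesenchyme, the cells beneath it. All 60 gene names were found in the gene table. A peak centre lay within 100 kb of a boundary for 17 ectoderm genes, against 5.95 on average and a range of 2 to 10 in random lists of 30 genes. None of 10000 random lists had as many. For the mesenchyme list the number was 13, which 27 of 10000 random lists reached. The mesenchyme genes shared peaks, so that their 13 genes had 10 different nearest peaks, while the 17 ectoderm genes had 17. The lists were not distinguished from each other. Of 10000 permutations of the list labels, 4280 gave a difference of at least 4 genes in either direction.

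**Figure D4:**
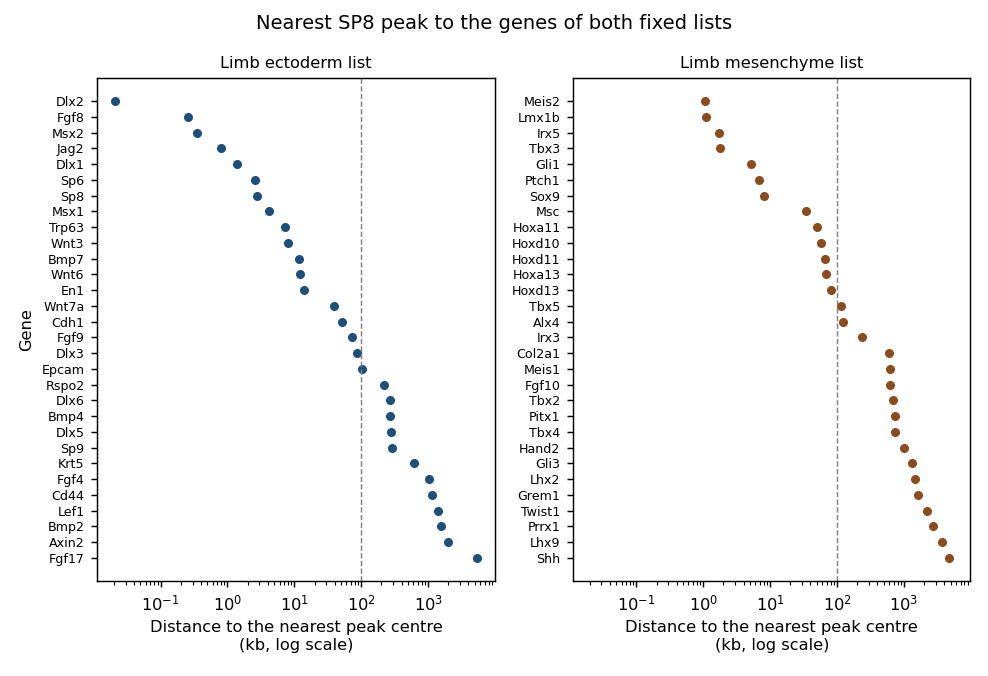
Distance in kb (log scale) from the nearer boundary of each gene to the nearest SP8 peak centre, for the 30 ectoderm genes (left) and the 30 mesenchyme genes (right). The dashed line marks 100 kb, and 17 ectoderm and 13 mesenchyme genes lie to its left.

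Within 1 kb of a peak centre there were 4 ectoderm genes and 0 mesenchyme genes. At Dlx2 the peak at chromosome 2, 71543290 to 71543568, was centred 21 bp from a gene boundary. At Fgf8 the peak at chromosome 19, 45742891 to 45743507, was centred 0.258 kb outside the gene. At Msx2 a peak was centred 0.356 kb outside the gene (chromosome 13, 53472769 to 53473504), and at Jag2 a peak lay inside it, 0.799 kb from the boundary (chromosome 12, 112928852 to 112929174). Between 1 and 10 kb the ectoderm genes were Dlx1 (1.39 kb), Sp6 (2.59 kb), Sp8 (2.81 kb), Msx1 (4.25 kb), Trp63 (7.12 kb) and Wnt3 (8.10 kb). The peak inside Sp6, at chromosome 11, 97021240 to 97023064, was 1824 bp wide. Farther away were Bmp7 (11.8 kb), Wnt6 (12.3 kb, on a peak nearer to Wnt10a, with another peak inside Wnt6 at chromosome 1, 74770771 to 74771599), En1 (14.0 kb), Wnt7a (39.5 kb), Cdh1 (50.9 kb, on a peak nearer to Tango6), Fgf9 (71.8 kb, on a peak nearer to Micu2) and Dlx3 (85.7 kb, on a peak nearer to Tac4). The peak near Wnt7a, at chromosome 6, 91323302 to 91325605, was 2303 bp wide. Of the other members of the list, the nearest peak to Epcam was 103.4 kb away, and those to Dlx5 and Dlx6 were 279.9 and 265.5 kb away.

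In the mesenchyme list, the genes with a peak between 1 and 10 kb were Meis2 (1.05 kb), Lmx1b (1.10 kb), Irx5 (1.70 kb), Tbx3 (1.80 kb), Gli1 (5.12 kb, on a peak nearer to Arhgap9), Ptch1 (6.87 kb) and Sox9 (8.20 kb). Msc had a peak at 34.5 kb. The other 5 genes were in the HoxA and HoxD clusters. Hoxa11 (50.7 kb) and Hoxa13 (67.5 kb) shared the peak nearest to Hoxa4, and Hoxd10 (58.1 kb), Hoxd11 (66.1 kb) and Hoxd13 (81.6 kb) shared the peak nearest to Hoxd3.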

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

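The test below was chosen after the peaks had been seen. The list holds 4 peaks on contigs that are assigned to chromosome 4 without a position. They entered the widths and the relation of list number to width, but none of the comparisons with genes, with chromosomes or with neighbouring peaks. With no control list to set them against, they stand out only as signal outside the main measurement. On one contig, peaks 250 and 891 (482 and 299 bp wide) are separated by 873 bp. On the other, peaks 1089 and 1394 are 1136 and 251 bp wide and 18987 bp apart. Among the 1447 placed peaks, 6 gaps were of 1 kb or less. A technical explanation is sequence repeated in the genome and collapsed in the assembly, which would pile reads onto a short contig. The 873 bp gap is consistent with it but also with ordinary neighbouring peaks, and read depth would be needed to decide. No biological explanation was tested.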

How the results depend on the processing

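There were 41 alternatives across 10 results, 24 of them fixed before the data were examined and 17 added after. Of these, 35 kept their direction and, where the result had one, their side of the random range or interval. The alternatives of the number of peaks (1434, 1451 and 1444) are counted among the 35. A count has neither a range nor an interval to keep, so they could not fail. The overlap rule of 50% left the share of peaks near a boundary at 41.9%. It is close to the centre rule by construction, so this is a weak check. Merging peaks within 100 bp joined none.

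With the window reduced to 1 kb, the share of peaks with a neighbour was 0%, on the other side of the random mean of 0.125% but within the random range of 0 to 0.415%, so neither more nor fewer neighbours were shown at that distance. The cause was not tested. The median width moved to 357 bp in the first 725 peaks. The relation of list number to width was -0.24 as Pearson's r on log2 values, outside the bootstrap interval of Spearman's rho. The mesenchyme list fell back within the range of random lists with a window of 500 kb (16 genes, 4785 of 10000 random lists as high) and with the first 725 peaks (7 genes, 323 random lists as high). The ectoderm list stayed above the range in its 5 alternatives, with 23 genes at 500 kb, where 46 random lists were as high, and 10 genes at 10 kb. The causes were not tested.

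The chromosome with the largest ratio was 11 in the 3 length-based settings. It changed to 18 when the expectation came from gene numbers, where its ratio of 1.43 was just above the random limit of 1.41 and chromosome 11 lay within its random range. The median number in the list of boundary peaks against the others differed by 109 on autosomes and by 112.5 with a window of 5 kb.

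The settings with a fold enrichment of at least 4 or 5, a q of at most 0.01, and without repeats had been chosen beforehand and were not run, because the list gives no fold or q and no genome sequence was used. No paired analysis was possible because a single peak list was analysed, which leaves no groups with shared replicate numbers to compare. For the same reason no replicate was left out in turn. The unknown depth limits statements about genes without a peak, which cannot be told apart from genes bound below the calling threshold.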

Other observations

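The tests in this part were chosen after the peaks had been seen, and each describes 1 peak list.

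Chromosome X had 13 peaks, with numbers in the list from 224 to 1368. A low gene content did not account for this: the ratio of observed to expected peaks was 0.201 (0.118 to 0.342) when the expectation came from protein-coding genes, and the lowest autosome on that scale had 0.639. A candidate explanation is that male embryos carry 1 copy of the chromosome. If peaks followed copy number alone, even an all-male pool would give a ratio of 0.5, and the upper bound of the observed ratio by length was 0.235. Fewer copies could also push peaks under the calling threshold, which the list cannot show, so the pattern cannot be told apart from the copy number. The sex of the embryos in the pool is not stated, and mappability was not tested. No biological explanation was tested.

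The SP and KLF genes, which encode the family of SP8 itself, were among those most often near a peak. Of 26 such genes, 11 had a peak centre within 10 kb of a boundary (Klf3, Klf10, Klf12, Klf13, Klf14, Klf16, Sp1, Sp3, Sp4, Sp6 and Sp8), against a background of 5.40% of protein-coding genes. This was 1 of 30 family comparisons computed, 15 families with 2 windows each. Gene length and local gene density did not account for it: random lists matched on both reached at most 4 genes at the upper end of their central 95% range, and none of 10000 had 11. The contrast with transcription factor genes in general depended on the window and on the Hox genes. Of 121 Fox, Sox, Tbx, Dlx and Hox genes, 21 (17.4%) had a peak within 10 kb, against 42.3% of the SP and KLF genes, and 843 of 100000 permutations of the family labels gave as large a difference. Within 100 kb the numbers were 63 of 121 (52.1%) and 17 of 26 (65.4%), and 27885 of 100000 permutations gave as large a difference. That comparison rests on the Hox genes, 38 of the 63, which share 8 peaks and are not independent genes as the permutation takes them to be. Without Hox genes, a choice made after that result was seen, the other families had 12 of 82 (14.6%) within 10 kb and 25 of 82 (30.5%) within 100 kb, and 519 and 231 of 100000 permutations gave as large a difference. The family was picked for this test as the one with the highest share within 10 kb, which these counts do not allow for. A hypothesis is that SP8 may bind close to genes of its own family. Whether GC-rich promoters in general attract peaks was not tested, because no sequence was used, so the pattern cannot be told apart from that explanation.

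The widest of all 1451 peaks lay on Sp8, and covered 57.0% of the gene. Sp6 and Klf13 were also nearest to one of the 10 widest peaks, with 1824 and 2080 bp. A technical explanation is DNA of the tagged gene or of a construct among the sequenced fragments. All of the Sp8 peak (100%) lay inside the gene, which that explanation predicts, but binding inside the gene would look the same. A separate peak, number 265 (chromosome 12, 118836460 to 118836766), lay outside the gene, 9.68 kb from its boundary. It leaves open the origin of the widest peak. Among the 10 widest peaks, those at Midn, Bahcc1, Zfp36l2 and Sp6, which were not tagged, also lay wholly inside their genes. The peaks at Zfp503 and Klf13 lay partly inside, and those nearest to Slc38a10, Wnt7a and Dsg2 lay outside. Exon positions and the input profile would be needed to separate binding at Sp8 from such DNA.

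Olfactory and vomeronasal receptor genes were seldom near a peak. Within 100 kb, 29 of 1105 Olfr genes (2.62%) and 7 of 350 Vmn genes had one, where random lists matched on length and density averaged 106.4 and 42.6 genes. In contrast, 38 of 39 Hox genes had a peak within 100 kb, but these came from only 8 peaks, because the genes are clustered.

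Peaks near gene boundaries might have been expected to reflect open chromatin of highly transcribed small RNA genes. No expression data were used, so all 2923 genes annotated as tRNA, rRNA, snRNA, snoRNA, guide RNA or miscellaneous RNA were taken. Within 1 kb of them lay 9 peaks (0.622%), fewer than random gene boundaries gave (2.28 to 4.08%). Those boundaries include the small RNA genes themselves, so that range reflects how many are annotated and not their transcription. The share of 0.622% was above the range of random positions (mean 0.236%, upper end 0.484%), with 5 of 1000 sets as high. Genes of these types therefore account for few of the 606 boundary peaks. Highly transcribed ones were not tested apart.

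Both of the following explanations were tried for neighbouring peaks. Closely spaced gene boundaries alone seldom gave the share of 5.32%. Random sets placed at the same distances from randomly drawn boundaries reached 4.91% at the upper end of their range, and 3 of 1000 were as high. For one bound region called as several peaks, peaks within 1 kb were merged, which left a share of 4.58%. The first comparison used random sets that were not merged, of which 68 of 1000 were as high. That treats the 2 sides unequally, so the random sets were then merged in the same way, and 0 of 1000 were as high (range 1.60 to 3.89). The outcome depends on this choice, made after the first result, and regions split over more than 1 kb were not tested. The second comparison is therefore the fairer but not a planned test. Sequence repeated in the genome and collapsed in the assembly was not tested for neighbouring peaks and remains open. Pairs that it might explain, such as the peaks nearest to Vmn1r2 and Vmn1r3, were not set apart. How much of the share of 5.32% rests on such pairs is therefore unknown.

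Boundary peaks came later in the list although they were not narrower: their median width was 7.5 bp above that of the other peaks (340.5 against 333 bp). With the peaks divided into 3 classes by width, the difference in median number was 66 and 63 in the narrower classes, inside the random ranges, and 263.5 in the widest class (range -155 to 151). If the number is a rank by strength, which is not stated, this would place distal wide peaks ahead of wide peaks at gene boundaries. The 7.5 bp difference goes against narrower peaks at gene boundaries as the reason.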
